# Intergenomic and epistatic interactions control free radical mediated pancreatic β-cell damage

**DOI:** 10.3389/fgene.2022.994501

**Published:** 2022-10-07

**Authors:** Jing Chen, Renhua Li, Sarah Knapp, Guizhi Zhu, Robert L. Whitener, Edward H. Leiter, Clayton E. Mathews

**Keywords:** diabetes, free radical, mouse model, epistasis, mitochondrial genome, beta cell (β cell), alloxan

## Abstract

Alloxan (AL)-generated Reactive Oxygen Species (ROS) selectively destroy insulin-producing pancreatic β-cells. A previous genome-wide scan (GWS) using a cohort of 296 F2 hybrids between NOD (AL-sensitive) and ALR (AL-resistant) mice identified linkages contributing to β-cell susceptibility or resistance to AL-induced diabetes on Chromosomes (Chr) 2, 3, 8, and a single nucleotide polymorphism in *mt-Nd2* of the mitochondrial genome (mtDNA). AL treatment of congenic and consomic NOD mouse stocks confirmed resistance linked to both the mtDNA and the Chr 8 locus from ALR [NOD.mt^ALR^.ALR-(*D8Mit293-D8Mit137*)]. To identify possible epistatic interactions, the GWS analysis was expanded to 678 F2 mice. ALR-derived diabetes-resistance linkages on Chr 8 as well as the *mt-Nd2* ^*a*^ allele were confirmed and novel additional linkages on Chr 4, 5, 6, 7, and 13 were identified. Epistasis was observed between the linkages on Chr 8 and 2 and Chr 8 and 6. Furthermore, the *mt-Nd2* genotype affected the epistatic interactions between Chr 8 and 2. These results demonstrate that a combination of nuclear-cytoplasmic genome interactions regulates β-cell sensitivity to ROS-mediated ALD.

## Highlights

• Reactive oxygen species play important role in the beta cell death that accompanies in both Type 1 and Type 2 diabetes
• We utilized an alloxan-induced diabetes mouse model to determine the genetic contributions to beta cell death
• Beta cell sensitivity to free radicals is controlled by both the nuclear genome and a polymorphism in the mitochondrial gene, *mt-Nd2*
• Epistatic and intergenomic interactions regulate beta cell resistance to free radicals

## Introduction

Alloxan (AL) is a potent free radical/reactive oxygen species (ROS) generator and selective pancreatic β-cell toxin in mice and rats. In these species β-cells are especially sensitive to ROS because of their low levels of antioxidative capabilities (Lenzen et al., 1996; Tiedge et al., 1997; Mathews et al., 2001); however, the genetic determinants of β-cell sensitivity to ROS are not well understood. Young prediabetic NOD/ShiLtJ (NOD) mice are sensitive to a threshold AL dose whereas mice of the closely related ALR/LtJ (ALR) strain, selected for AL resistance, maintain strong resistance (Ino et al., 1991). Indeed, pancreatic islet cells of the ALR strain, unlike those of autoimmune diabetes-prone NOD strain, are remarkable in their resistance to a broad variety of diabetogenic stresses, including ROS, proinflammatory cytokines, and immune cell-mediated destruction (Ino et al., 1991; Mathews et al., 2001; Mathews et al., 2003). The differential strain sensitivity to AL-mediated diabetes (ALD) has previously been employed to probe the underlying genetic control of β-cell susceptibility/resistance to ROS-mediated damage. A preliminary analysis using an F2 cohort of 296 mice linked β-cell ALD resistance to loci in both the nuclear and mitochondrial (mtDNA) genomes (Chen et al., 2008b). Nuclear loci contributing to susceptibility or resistance were identified on Chromosomes (Chr) 2, 3, and 8.

Mitochondria (mt) are important sources of ROS generation (Mathews et al., 2005; Gusdon et al., 2007; Chen et al., 2008b; Gusdon et al., 2008). The mt electron transport chain proteins are encoded by genes in both nuclear and mt genomes therefore, normal mt function requires the activity of both genomes. Although mtDNA mutations and/or polymorphisms have been attributed to many human diseases including diabetes (Mathews et al., 1999; Mathews et al., 2005; Wallace, 2010), the interaction between mtDNA and nuclear genome in the pathogenesis of diabetes has not been extensively studied. The only polymorphism distinguishing the mtDNA of ALR from NOD is a single nucleotide polymorphism (SNP) at mtDNA position 4,738 (C4738A) in *mt-Nd2*, NADH dehydrogenase subunit 2, resulting in a leucine to methionine amino acid substitution at residue 276 (L276M) in ALR (Mathews et al., 2005). The NOD allele is denoted as *mt-Nd2* ^*c*^ and the ALR allele as *mt-Nd2* ^*a*^ (Mathews et al., 2005). This unique difference in the mtDNA allows the analysis of mt-nuclear interactions in a manner linking nuclear loci to *mt-Nd2*. To define additional linkages as well as explore epistasis and intergenomic nuclear-mt interactions, we expanded the GWS study cohort to 678 F2 mice. Here we demonstrate that ALD susceptibility is a polygenic trait entailing epistatic interaction between the nuclear and mt genomes.

## Methods

### Mice

NOD/ShiLtJ, NOD.129S7(B6)-*Rag1* ^*tm1Mom*^ */J* (NOD.*Rag1* ^*−/−*^), and ALR/LtJ (ALR) mice were bred and maintained in our specific pathogen-free animal facility at the University of Florida. Progeny of reciprocal F1 matings between the NOD and ALR strains were intercrossed in 4 parental combinations, as described previously (Chen et al., 2008b). In the current study, the total number of F2 individuals used for the genome-wide scan (GWS) was 678, including the 296 previously reported (Chen et al., 2008b). NOD. ALRc8 congenic mice, with a long congenic segment from *D8Mit293* (36.2 Mb) to *D8Mit137* (103.9 Mb) were created as previously described (Chen et al., 2008a). Interval specific Chr 8 congenic mice were generated by outcrossing NOD. ALRc8 (*D8Mit293*-*D8Mit137*) mice to the parental NOD strain, typing the progeny with microsatellite markers throughout this interval, and selecting recombinants for ALR markers between *D8Mit293* and *D8Mit137*. This resulted in the establishment of two sub-congenic lines: NOD. ALRc8 (*D8Mit293-D8Mit74*) and NOD. ALRc8 (*D8Mit268*-*D8Mit137*). These shortened congenic regions flank 36.2 Mb–77.8 Mb and 88.3 Mb–103.9 Mb on Chr 8, respectively. All procedures described within this manuscript were approved by the University of Florida’s Institutional Animal Care and Use Committee (UF-IACUC 201905476) and carried out in accordance with the National Institutes of Health guide for the care and use of Laboratory animals.

### Alloxan injection and diagnosis of diabetes

Freshly prepared alloxan monohydrate (Sigma, St. Loius, MO) was administered i.v. to both male and female F2 mice as well as male congenic mice through the tail vein at 6 weeks of age (Chen et al., 2008b). All F2 mice in the GWS received the dose of 52 mg/kg. Congenic mice were subjected to a dose response where AL was administered at the escalating doses of 45 mg/kg, 50 mg/kg, or 55 mg/kg. Blood from non-fasted mice was drawn immediately prior to the injection of AL, and then at 7 and 14 days post-AL administration. Glucose levels were measured with a One Touch Ultra 2 glucometer (Life Scan, Milpitas, CA). Alloxan-induced diabetes (ALD) was diagnosed in mice with blood glucose of ≥ 250 mg/dl (Chen et al., 2008b).

### DNA extraction and genotyping

DNA was extracted from kidney and a GWS performed using a total of 80 microsatellite and 81 single nucleotide polymorphism (SNP) markers, as described previously (Chen et al., 2008b). Physical positions of markers were based on Mouse Genome Informatics at The Jackson Laboratory (http://www.informatics.jax.org/) and NCBI build 37 of the mouse genome (http://www.ncbi.nlm.nih.gov/projects/genome/guide/mouse/).

### Quantitative trait loci and statistical analyses

Quantitative Trait Loci (QTL) linkage analysis was performed using R/qtl (The Jackson Laboratory, Bar Harbor, ME. http://www.rqtl.org/) (Broman et al., 2003). Thresholds for LOD scores are based on 1,000 permutation tests (Churchill and Doerge, 1994). In this intercross the values of LOD score thresholds were 2.23 and 3.27 for suggestive (*p* < 0.63) and significant (*p* < 0.05) levels, respectively, when sex was included as an additive covariate. Confidence intervals of QTLs were determined by using the posterior probability density method (Chen and Kendziorski, 2007). Chi-squares and *p* values were calculated using JMP software (SAS Institute Inc.).

### Transcriptome analysis

Transcriptome analysis was performed after isolation of RNA from isolated islets using Affymetrix Genechip Mouse Gene 2.0 ST array. Pancreatic islets from 10–12-week-old NOD.ALRc8 (*D8Mit293*-*D8Mit137*) and NOD.*Rag1* ^*−/−*^ mice were isolated as previously described (Whitener et al., 2017). As a broad range of insulitis severity is seen at this age range in NOD mice, immunodeficient NOD-*Rag1* ^−/−^ mice that do not develop insulitis or T1D were used *in lieu* of NOD mice. Pancreata from two mice were used to isolate pools of 200 and 250 islets per strain. At least three pools of islets were generated for each mouse strain. RNA was extracted for islets using the Qiagen RNeasy kit according to the manufacturer’s instructions (Qiagen, Hilden, Germany). All extractions were performed inside a benchtop hood to minimize the potential for RNAse contamination and included on-column DNA digestion. Quality of the extracted RNA was verified using the Bio-Rad Experion StdSense RNA kit (Bio-Rad, Hercules, CA). All of the samples had RQI values above 6.5. As we used whole tissue comprised of multiple cell types, significance thresholds for differential expression were initially conservatively set at |log2(FC)|> 0.5 with a *p*-value of ≤ 0.05.

## Results

### The maternally-derived ALR mtDNA Nd2^a^ allele contributes to ALD resistance

Our previous results have demonstrated that ALR females and males resist ALD while NOD females and males are susceptible to ALD development at a dose of 52 mg/kg (Mathews et al., 2005; Chen et al., 2008b). At this dose, F1 hybrid progeny of both sexes from crosses of ALR females to NOD males [(RxD)F1] resist ALD while their counterpart (DxR)F1 mice do not. As previously reported, spontaneous diabetes did not occur in any of the reciprocal F1 hybrids (Mathews et al., 2005; Chen et al., 2008b). The incidence of ALD was 23.2% (157 out of 678) in the total cohort of reciprocal F2 mice (Table 1: both sexes and all cross directions combined) and remaining close to our reported results using a smaller F2 population [62 out of 296 (20.9%) (Chen et al., 2008b)]. Males exhibited a two-fold higher incidence of ALD compared to females (30.9% versus 15.4%). Stratification of the results by cross direction and sex demonstrated that F2 male mice with both the mtDNA and Chr Y derived from NOD had the highest ALD incidence (47.8%) whereas males with the mtDNA and Chr Y from ALR associated with the lowest ALD incidence (17.5%). The SNP at mtDNA position 4,738 in *mt-Nd2*, the only sequence difference in the mtDNA of ALR versus NOD (Mathews et al., 2005), remained a significant linkage where the ALR-derived allele, *mt-Nd2* ^*a*^, provided protection against ALD (Chi-square of 21.2; *p* < 0.0001). All F2 mice with *mt-Nd2* ^*c*^ had twice the risk of developing ALD [30.4% incidence (107 out of 353)] compared to a 15.4% (50 out of 325) incidence in mice inheriting *mt-Nd2* ^*a*^. This confirmed our previous findings (Mathews et al., 2005) that the SNP variation resulting in a leucine to methionine amino acid substitution in ND2 is an important mediator of β-cell sensitivity to ALD (Chen et al., 2008b).

**TABLE 1:** Incidence of alloxan-induced diabetes in each direction of the F2 cohort.

F1 intercross	Total incidence	Female incidence	Male incidence	Y Chr	mtDNA
DRXDR	21.5% (39/181)	12.9% (12/93)	30.7% (27/88)	R	D
RDXRD	16.4% (27/165)	8.2% (7/85)	25.0% (20/80)	D	R
DRXRD	39.5% (68/172)	30.0% (24/80)	47.8% (44/92)	D	D
RDXDR	14.4% (23/160)	11.3% (9/80)	17.5% (14/80)	R	R

#### ALD is a polygenic phenotype under control of multiple nuclear loci

The present study utilizing a larger segregating population provided additional power to confirm previous contributions to ALD from the nuclear genome and to detect additional linkages (Figures 1,2; Table 2). In this larger cohort, GWS revealed suggestive linkages (with a LOD score threshold of ≥ 2.2) where ALR genome contributed resistance on Chr 4 (dominant, χ^2^ = 10.9, *p* = 0.0123), Chr 6 (co-dominant, χ^2^ = 12.7, *p* = 0.0017), Chr 7 (dominant, χ^2^ = 11.9, *p* = 0.0078), Chr 8 (dominant, χ^2^ = 12.1, *p* = 0.0023), and Chr 13 (co-dominant, χ^2^ = 12.4, *p* = 0.0021). Interestingly, the ALD-susceptible NOD genome provided a resistance locus on Chr 5 (recessive, χ^2^ = 11.9, *p* = 0.0026). Among these 5 loci, only the linkage on Chr 8 was previously reported as associated with ALD using a smaller cohort (Chen et al., 2008b). GWS with the larger cohort failed to confirm a locus on Chr 3 where a susceptibility allele was unexpectedly contributed by ALR (Chen et al., 2008b). Additionally, whereas *rs3681744* on Chr 2 had contributed negative heterosis in our previous study (Chen et al., 2008b), it was not confirmed in the larger cohort as an independent linkage. However, this region was identified (as described below) as an interacting locus with Chr. 8 and *mt-Nd2*.

**FIGURE 1:**
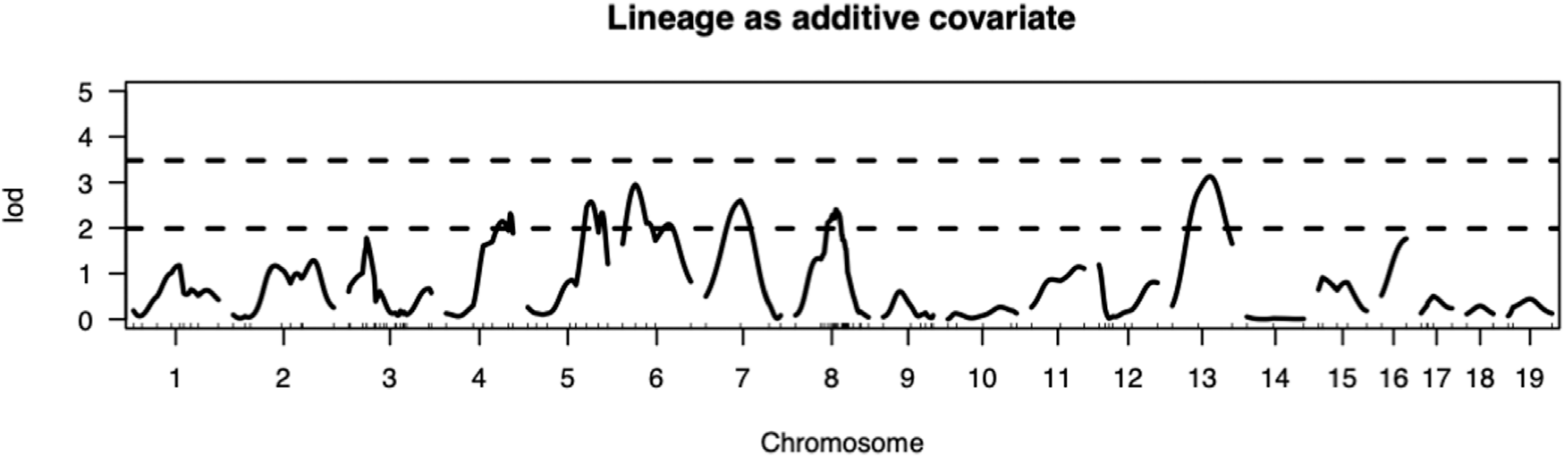
Genome-wide analysis revealed QTLs on Chromosomes 4, 5, 6, 7, 8, and 13. Thresholds for LOD scores are based on 1,000 permutation tests. In this intercross the values of LOD score thresholds are 2.23 and 3.27 for suggestive (*p* < 0.63) and significant (*p* < 0.05) levels, respectively, when sex is included as an additive covariate and mitochondrial lineage added as additive covariate.

**FIGURE 2:**
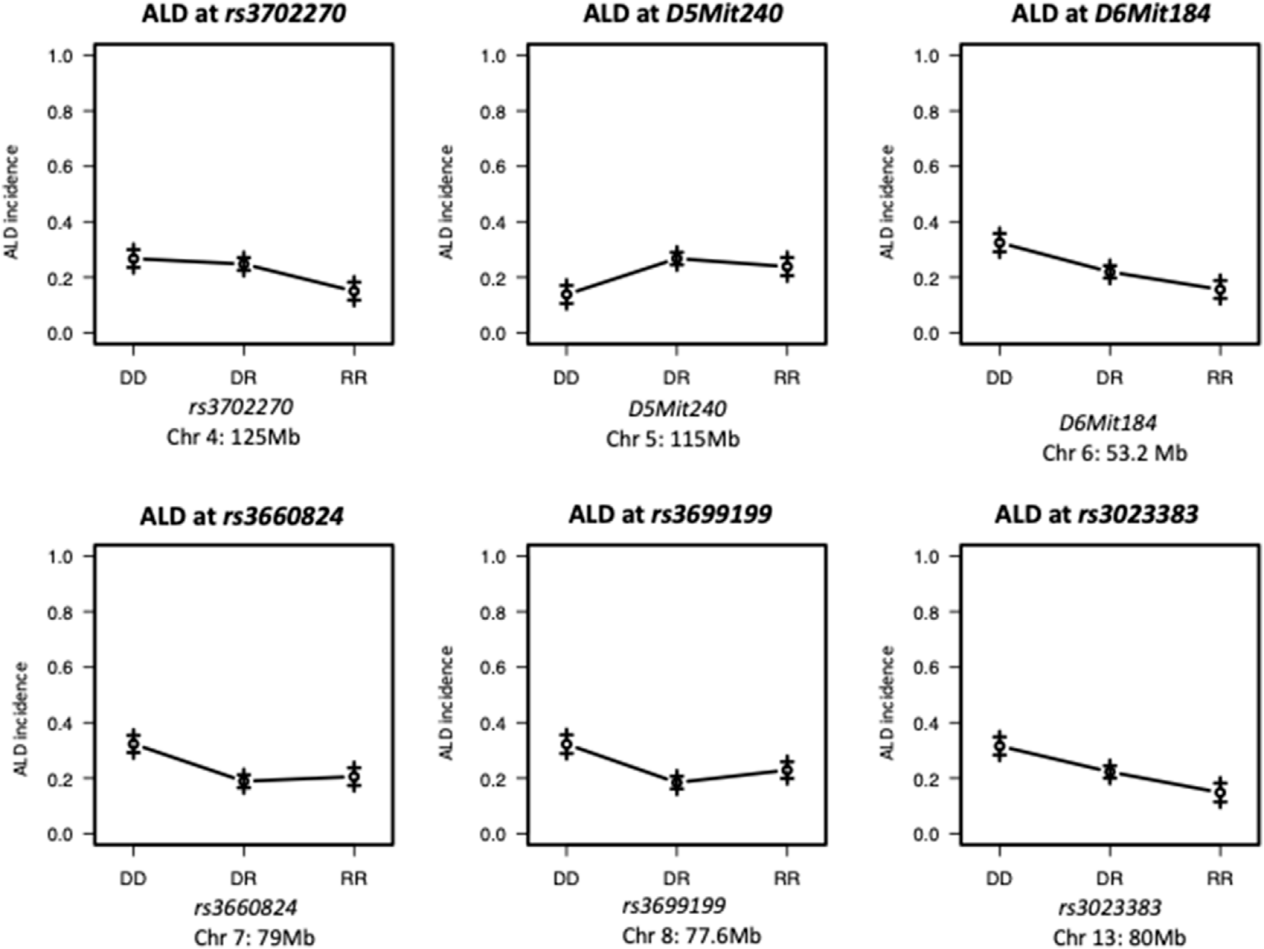
Effect Plots of markers on the peak of each chromosome. ALR allele on Chromosome 4 and 7 recessively contributes to resistance; ALR allele on Chromosomes 8 dominantly contributes to resistance. ALR allele on Chromosome 5 dominantly contributes to susceptibility; On Chromosomes 6 and 13, the susceptibility contributed by NOD allele and resistance contributed by ALR allele co-dominantly exist. DD: homozygous for NOD; DR: heterozygous for NOD and ALR; RR: homozygous for ALR.

**TABLE 2:** Loci that are significantly linked to ALD resistance or susceptibility.

Chromosome	Maker	Position (Mb)	Chi square	*p*	Effect plot^†^
mt	*mt-Nd2*		21.2	< 0.0001	R-resistance
4	*rs3702270*	121	10.9	0.0123	R/R-resistance
5	*D5Mit240*	109.5	11.9	0.0026	R/D-susceptibility
6	*D6Mit184*	53.2	12.7	0.0017	R/R-resistance
					R/D-intermediate
7	*rs3660824*	69	11.9	0.0078	R/R and R/D-resistance
8	*rs3699199*	82.3	12.1	0.0023	R/R and R/D-resistance
13	*rs3023383*	61.1	12.36	0.0021	R/R-resistance
					R/D-Intermediated

^†^For effect plot R indicates the ALR, allele and D indicates the NOD, allele.

### Sub-congenic analysis reduced the region of Chromosome 8 providing resistance to ALD

We have previously reported that a Chr 8 congenic line, designated NOD. ALRc8 (*D8Mit205-D8Mit137*) and generated by introgressing ALR Chr 8 genetic markers into the NOD genome between 50.8 Mb and 103.8 Mb, demonstrated resistance to ALD (Chen et al., 2008b). Further backcrossing to NOD of this long congenic line allowed generation of a shorter sub-congenic strain, NOD. ALRc8 (*D8Mit293*-*D8Mit74*) (36.2 Mb–77.8 Mb) that partially overlaps with the long congenic line to reduce the size of this ALR-derived protective genetic region. When challenged with different doses of AL, this short congenic line demonstrated the same resistance as the long congenic line (Figure 3). Thus, the protective locus is located in the proximal region between 50.8 Mb and 77.8 Mb. Consistently, the peak for linkage on Chr 8 is in this region at 77 Mb (Figures 1, 4, 5).

**FIGURE 3:**
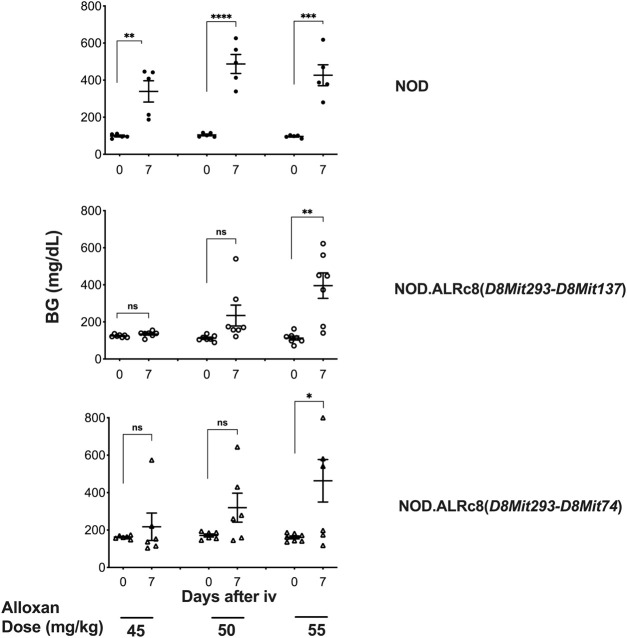
Mice congenic for ALR on chromosome 8 with short and long congenic regions show the same resistance to alloxan. Six-week-old male mice were challenged with different doses of alloxan as indicated. Blood glucose were measured before and 7 days after alloxan treatment. Upper panel: NOD control; middle panel: NOD. ALRc8 (*D8Mit293-D8Mit137*); lower panel: NOD. ALRc8 (*D8Mit293-D8Mit74*). *n* = 5–7. Unpaired *t* test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

**FIGURE 4:**
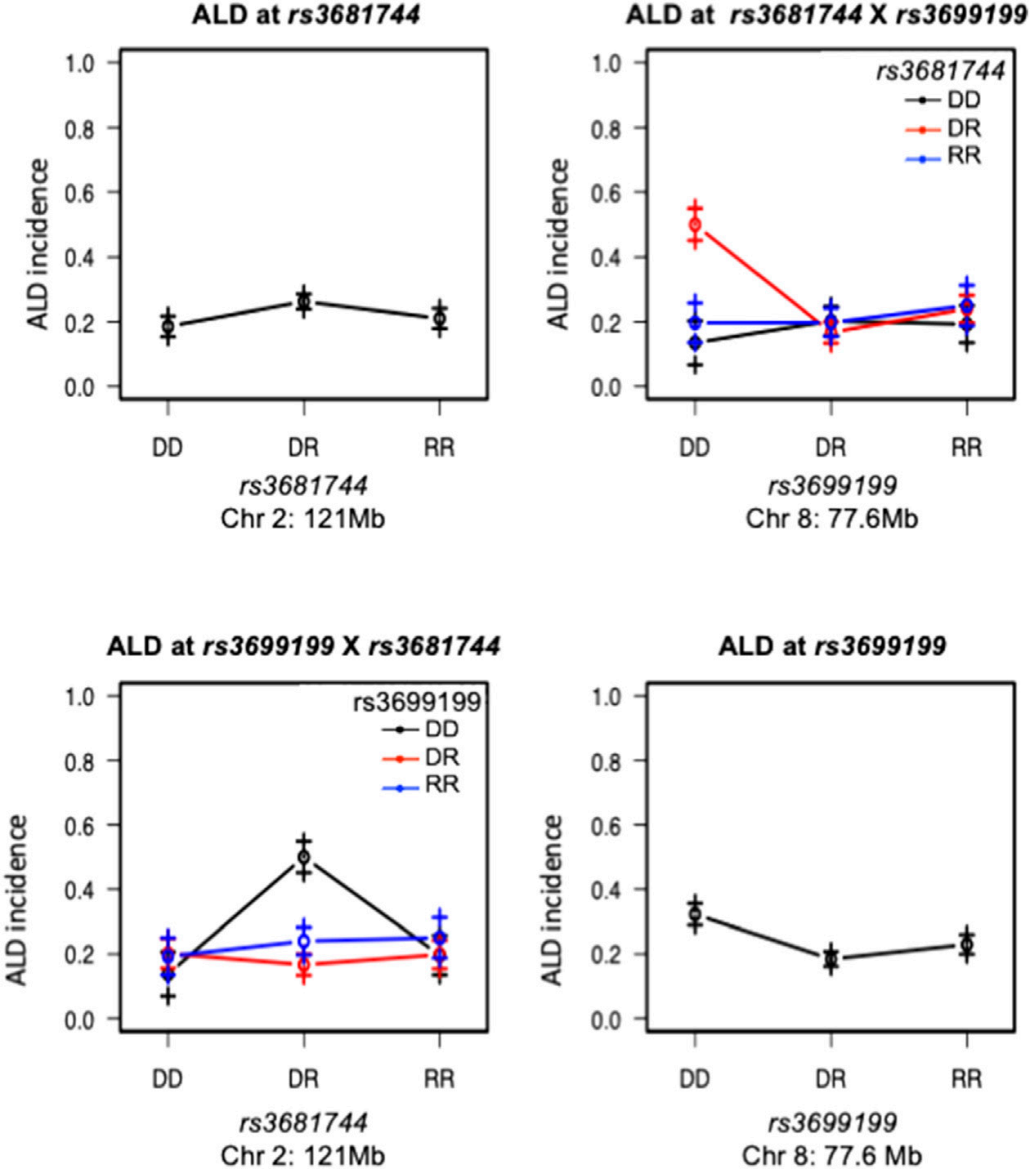
Interaction between Chromosomes 2 and 8 was plotted for ALD incidence. Tope left and lower right panels are effect plot of Chr 2 and Chr 8 respectively, same as in Figure 2. Top right panel: Chr 8 genotype is on the *x*-axis, Chr 2 genotype is shown as group points. ALR allele on Chr 8 dominantly suppresses the sensitivity, therefore the highest ALD incidence is seen in the co-existence of homozygous NOD genotype on Chr 8 and heterozygosity on Chromosome 2; Bottom left panel, showing the same interaction result with Chr 2 genotype on the *x*-axis and Chr 8 genotype as group points. The interaction is significant as shown in Table 3. DD: homozygous for NOD; DR: heterozygous for NOD/ALR; RR: homozygous for ALR.

**FIGURE 5:**
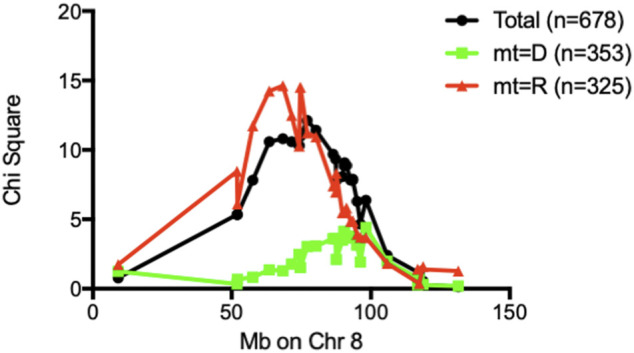
Chi-square values of each marker on Chr 8 were plotted against marker position in Mb. When stratified by mt-genome, the linkage existed only when mt-genome is ALR derived *mt-Nd2* ^a^. Black line: Whole population of F2 (*n* = 678); Red line: population of F2 mice with ALR-derived *mt-Nd2* ^*a*^ (*n* = 325); Green line: population of F2 mice with NOD-derived *mt-Nd2* ^*c*^ (*n* = 353).

### Epistatic interactions contribute to sensitivity of pancreatic β-cells to free radical induced damage

Interaction between unlinked loci was tested using R/qtl, fitting multiple regression models and dropping one QTL at a time. In addition to confirmation of linkages to *mt-Nd2* (C4738A genotyping), Chr 4, 5, 6, 7, 8, and 13 (Figure 1) that were detected in the single QTL scan, a significant interaction between Chr 2 and 8 was detected (Table 3; Figure 4). The highest ALD incidence was observed in mice with the combination of DD genotype at marker *rs3699199* on Chr 8 and a heterozygous genotype (DR) at marker *rs3681744* on Chr 2 (Figure 4). While this Chr 2 linkage was not detected as a single QTL as it did not reach significance (Figure 1), the current GWS does confirm that *rs3681744* contributes overdominance to ALD but only when interacting with homozygous NOD genome marked by *rs3699199* on Chr 8.

**TABLE 3:** Multiple regression model, drop one QTL at a time ANOVA table.

	df	Type III SS	LOD	%var	F value	*p*-value (Chi^2^)	*P*-value(F)	
sex	1	2.903	4.354	2.428	19.719	7.54E-06	1.05E-05	***
mt-genome	1	2.076	3.127	1.737	14.105	1.48E-04	0.000188	***
4@125.4	2	1.995	3.006	1.668	6.775	0.001	0.001223	**
5@114.7	2	1.354	2.047	1.133	4.599	0.009	0.010384	*
6@53.2	2	1.72	2.595	1.438	5.841	0.003	0.003058	**
7@78.7	2	2.683	4.028	2.244	9.112	9.37E-05	0.000125	***
8@77.2	6	5.31	7.869	4.441	6.012	2.48E-06	3.90E-06	***
13@80.3	2	1.772	2.673	1.482	6.019	0.002	0.002569	**
2@121.4	6	4.522	6.727	3.782	5.119	2.56E-05	3.74E-05	***
8@77.2:2@121.4	4	3.511	5.25	2.937	5.963	7.36E-05	0.000102	***

***p < 0.001; **p < 0.01; *p < 0.05. Numbers after at denote marker position on the chromosome (numbers before at) in Mb.

### Intergenomic interactions affect sensitivity to ALD

An analysis was performed to calculate Chi-squares for each locus tested based on mt genotype. This investigation identified an interaction between *mt-Nd2* ^*a*^ and *rs3699199* on Chr 8 [Figure 2 (effect plot) and Table 2] that provides dominant ALD resistance. In fact, when stratified by mt-genome, the linkage on Chr 8 exists only when mt-genome is ALR derived *mt-Nd2* ^a^ (Figure 5). Further, the intragenomic epistasis between QTL on Chr 8 and 2 was affected by the *mt-Nd2* ^*c*^ genotype (Figure 6). Here it was identified that mice with *mt-Nd2* ^*c*^ exhibited increased ALD susceptibility with an overall incidence of 57% when heterozygous for *rs3681744* on Chr 2 in combination with homozygosity for the D genotype at *rs3699199* on Chr 8 (Figure 6A). In contrast, ALR alleles on Chr 8 dominantly contribute to resistance in F2 mice with the ALR mtDNA, thus reducing ALD incidence in all genotype combinations, including when *rs3681744* is heterozygous and *rs3699199* is DD, where incidence decreased to 40% (Figure 6B). The different degree of the Chr 8-2 interaction in the two cohorts with different allotypes of *mt-Nd2* implicates the important contribution of intergenomic interactions to ALD susceptibility.

**FIGURE 6:**
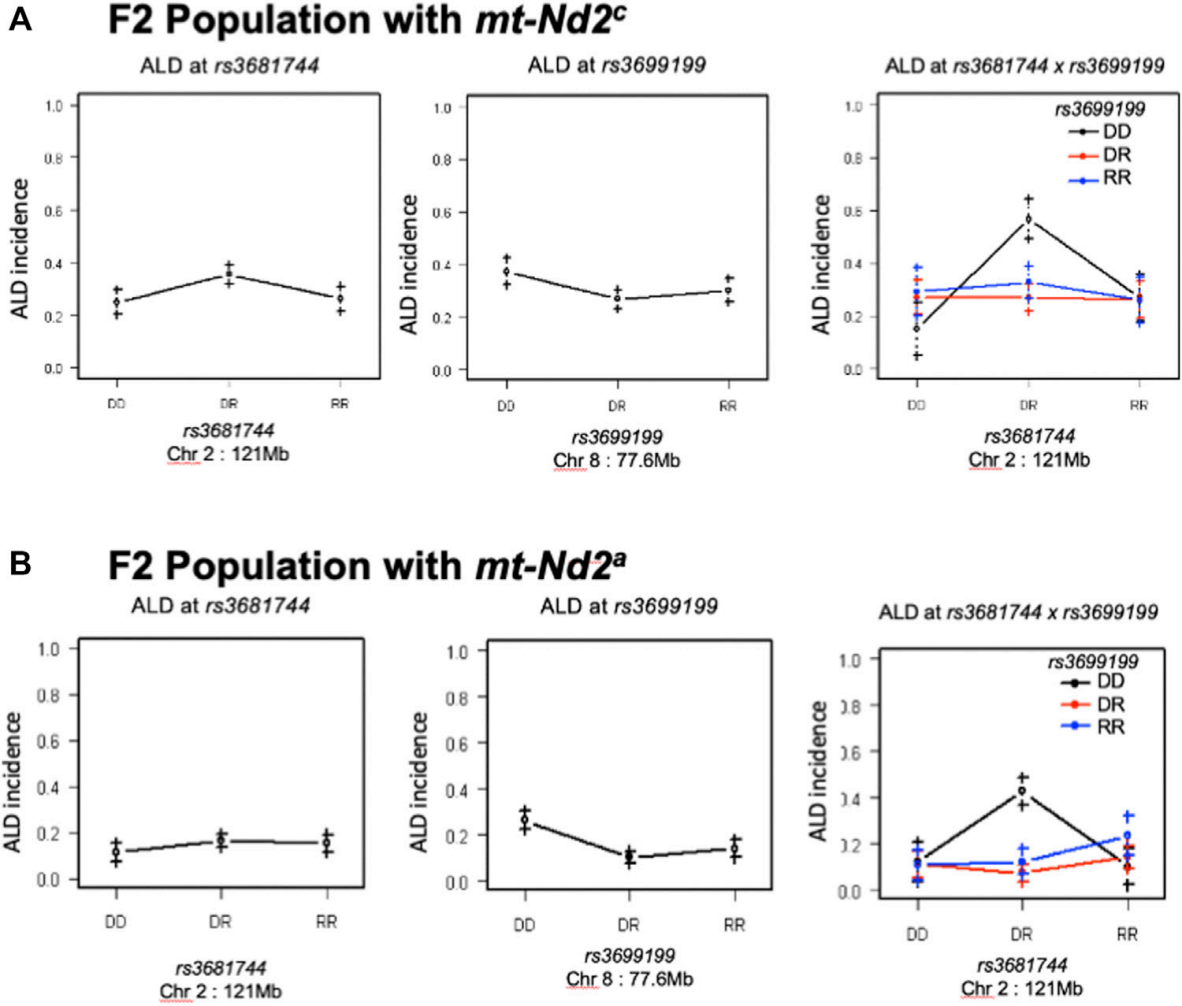
The interaction between Chr 8 and 2 were analyzed in 2 subgroups according to mt-genotype. Panel **(A)**, interaction in the subgroup of mice with *mt-* *Nd2* ^*c*^ type. Left and middle are the effects of QTL on Chr 2 and 8 respectively. Right plot shows their joint effects with chr 2 genotypes on the *x*-axis and chr 8 genotypes indicated by grouping of points (DD, black; DR, red; and RR, blue). Panel **(B)**, the same analysis as in Panel A was done in the group of mice with *mt-* *Nd2* ^*a*^ type.

Likewise, the interaction between QTLs on Chrs 8 and 6 was highly dependent on the genotype at mtDNA nt 4,738 (Figure 7). Figure 7A elaborates the interactions of Chr 8 and Chr 6 in the full population of F2 mice (both mt populations present). Here the absence of ALR genome on Chr 8 allows the penetrance of the ALD susceptibility phenotype regardless of Chr 6 genotype. In the group of mice with *mt-Nd2* ^*c*^ allele (Figure 7B) the co-existence of DD on both Chromosomes 6 and 8 contributes to the highest incidence of ALD. Stratification for the ALR-derived *mt-Nd2* ^*a*^ allele, in comparison to the NOD-derived *mt-Nd2* ^*c*^ allele, showed suppressed action of homozygous NOD alleles on Chr 6 and Chr 8 respectively (Figure 7B,C). However, in the ALR-derived *mt-Nd2* ^*a*^ group, combination of NOD homozygosity (DD) on Chr 8 and ALR homozygosity (RR) on Chr 6 (Figure 7C) unexpectedly showed enhanced sensitivity.

**FIGURE 7:**
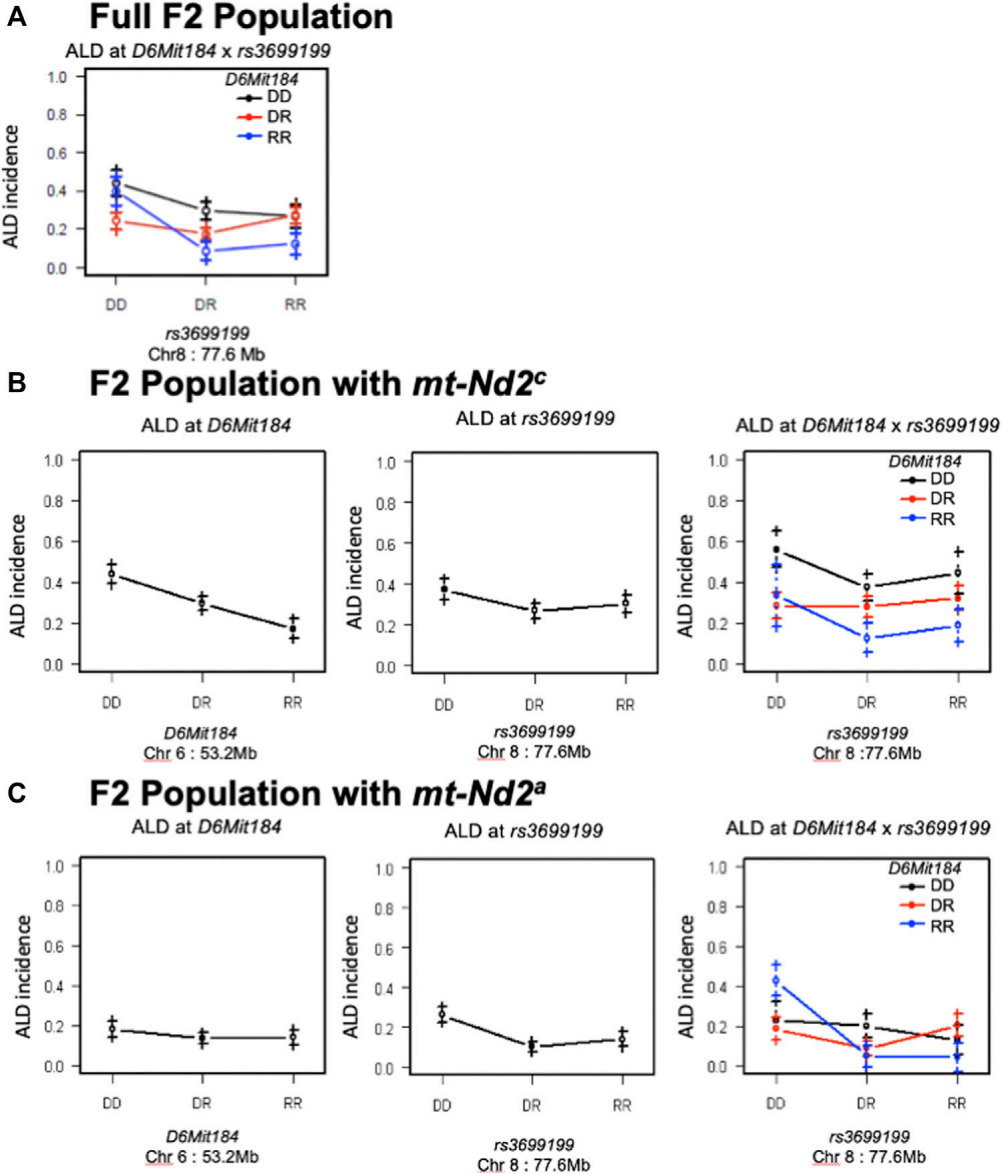
The interaction between Chr 8 and 6 were analyzed in 2 subgroups according to mt-genotype. Panel **(A)** shows the interactions of Chr 8 and Chr 6 in the full population of F2 mice. Panel **(B)**, interaction in the subgroup of mice with NOD derived *mt-Nd2* ^*c*^ type. In this subgroup, coexistence of homozygous DD type on both chromosomes denotes the highest susceptibility to ALD; panel **(C)**, interaction in the subgroup of mice with *mt-Nd2* ^*a*^ type. In this group, homozygous DD on Chr 8 and RR on Chr 6 confer the highest susceptibility to ALD.

### Genes differentially expressed in islets from insulitis-free NOD-Rag1−/− and NOD.ALRc8(*D8Mit293-D8Mit137*) mice may confer inter-genomic interaction

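Islet RNA was compared between NOD-Rag1-/- mice, which lack mature T and B cells, and NOD.ALRc8(D8Mit293-D8Mit137) mice, which are NOD mice with an ALR segment of Chr 8 between these markers and intact Rag1. There were 3 pools of NOD-Rag1-/- islets and 4 pools of NOD.ALRc8(D8Mit293-D8Mit137) islets. Each pool came from 2 mice aged 10 to 12 weeks, and the methods give 200 to 250 islets per pool. Expression was measured on Affymetrix Mouse Gene arrays, and the deposited values are log2 values made by the authors with RMA, which corrects background, normalizes quantiles and summarizes the probes of each probe set. From these values, the difference between the strains was computed with limma for 34351 annotated probe sets, which carry 25793 gene symbols, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are NOD.ALRc8(D8Mit293-D8Mit137) minus NOD-Rag1-/-, so positive values are higher in the congenic strain. Gene symbols and coordinates (GRCm38) are those that the authors' deposited table of the comparison gives for each probe set. Correlations between pools across probe sets, which are not independent replicates, were 0.984 to 0.993 within NOD-Rag1-/-, 0.976 to 0.986 within NOD.ALRc8(D8Mit293-D8Mit137) and 0.965 to 0.981 between the strains. The arrays fell into 2 sets by the lower quartile of their values, which was 2.49 to 2.51 in NOD-Rag1-/- replicates 2 and 3 and NOD.ALRc8(D8Mit293-D8Mit137) replicate 1 and 2.65 to 2.68 in the other 4 pools. Differences within each set are therefore given below, for genes the paper names and for the main lists, as values without a test, since the sets hold 1 NOD-Rag1-/- pool with 3 congenic pools and 2 NOD-Rag1-/- pools with 1 congenic pool. NOD-Rag1-/- replicate 1 also differed in sex-linked transcripts. Its value of Xist, the RNA of the inactive X chromosome, was 2.56 against 9.69 to 10.28 in the other pools, and that of the Y-linked gene Ddx3y was 6.25 against 1.99 to 2.08. These are values of a male pool, and those of the other pools are values of females, though the labels do not give sex. It is the only NOD-Rag1-/- pool in the set with 3 congenic pools, so differences within that set cannot be told apart from sex. The number of arrays limits the precision. In simulated data of the same size, limma recovered 10% of probe sets with a true log2 fold change of 0.5, 56% at 1 and 94% at 2.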

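Most of the genes that passed the test were higher in NOD.ALRc8(D8Mit293-D8Mit137) islets than in NOD-Rag1-/- islets, among them immunoglobulin genes and single genes of T cells, antigen presentation and interferon response. The largest increase was in Igkc, the constant region of the immunoglobulin kappa chain, at 3.78 ± 0.29 (SD, n = 3 pools) in NOD-Rag1-/- and 11.60 ± 0.59 (SD, n = 4 pools) in the congenic islets, a log2 fold change of 7.82 (standard error 0.32, adjusted p = 0.000603 from limma). Ighg2b and Ighm, immunoglobulin heavy chain constant regions, differed by 6.93 and 6.50. Cd3g, part of the T cell receptor complex, differed by 4.37, Cxcl9, an interferon-induced chemokine, by 5.22, H2-Ab1, an MHC class II chain, by 4.32, and Ly6a, a lymphocyte surface protein, by 4.87. In all, 54 probe sets passed an adjusted p of 0.05, of which 50 were higher and 4 lower in the congenic islets, and 41 had a symbol. The 3 named genes that were lower were Tacr3, a tachykinin receptor, Lgi2 and Smad9, a transducer of BMP signals, with log2 fold changes of -1.90, -1.85 and -1.20. At the threshold the paper uses, 1920 probe sets differed, 1310 higher and 610 lower. Centring each array on its median, which moves all differences by 0.12, gave 2315, with 1030 higher. Leaving out single pools, each in turn, gave 10 to 258 by adjusted p, and at the paper's threshold 1264 without NOD-Rag1-/- replicate 2, 1279 without replicate 3 and 3299 without NOD.ALRc8(D8Mit293-D8Mit137) replicate 1. With the 2 sets of arrays as a block, a setting chosen after seeing the values, the counts were 31 and 1608.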

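Of 22 T cell genes listed before the data were examined, 1 was higher at an adjusted p under 0.05 (21 higher when adjusted over the list alone), and the list's median log2 fold change was 1.40. Cd4, the coreceptor of helper T cells, had a log2 fold change of 2.88 (adjusted p = 0.0772 from limma). Of 16 B cell genes, 3 were higher (16 when adjusted over the list alone), with a median of 1.39. MHC class II presentation had 3 of 10 genes higher (9 when adjusted over the list alone), and the interferon response had 3 of 26 (17 when adjusted over the list alone). Their medians were 1.61 and 0.63, and no member of these 4 lists passed the test as lower. Genes of acinar cells, the exocrine cells that make digestive enzymes, had a median of 2.83 with 0 of 25 past the test over all genes (20 when adjusted over the list alone). Among them the lipase Pnlip differed by 5.17 (adjusted p = 0.219 from limma). Endothelial genes had a median of 1.25 with 0 of 18 past the test over all genes (14 when adjusted over the list alone), and Pecam1, an adhesion molecule of endothelium, differed by 1.39 (adjusted p = 0.0769 from limma). Beta cell genes, such as Ins1, had 0 of 22 past either test and a median of 0.09, which turned negative when arrays were centred on their medians. Of all 33 lists, 26 differed from the other genes by camera with a preset correlation of 0.01 (16 higher, 10 lower), and 0 did with an estimated correlation. With the estimated correlation, adjusted p was 0.149 for T cells, MHC class II, interferon response and endothelium, 0.157 for B cells and 0.234 for acinar cells. By fry, which does not compare a list with other genes, 9 lists passed, all higher. Its adjusted p was 0.0150 for T cells and endothelium and 0.0131 for B cells. It was 0.00890 for MHC class II and interferon response and 0.0740 for acinar cells. Within the sets of arrays, the median difference was 1.14 and 1.62 for T cells, 1.34 and 1.12 for B cells, 1.79 and 1.18 for MHC class II, 0.84 and 0.71 for interferon response, 4.62 and 1.02 for acinar cells, 1.77 and 0.77 for endothelium, and 0.13 and -0.32 for beta cells, in the set with 3 congenic pools first.

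**Figure D1:**
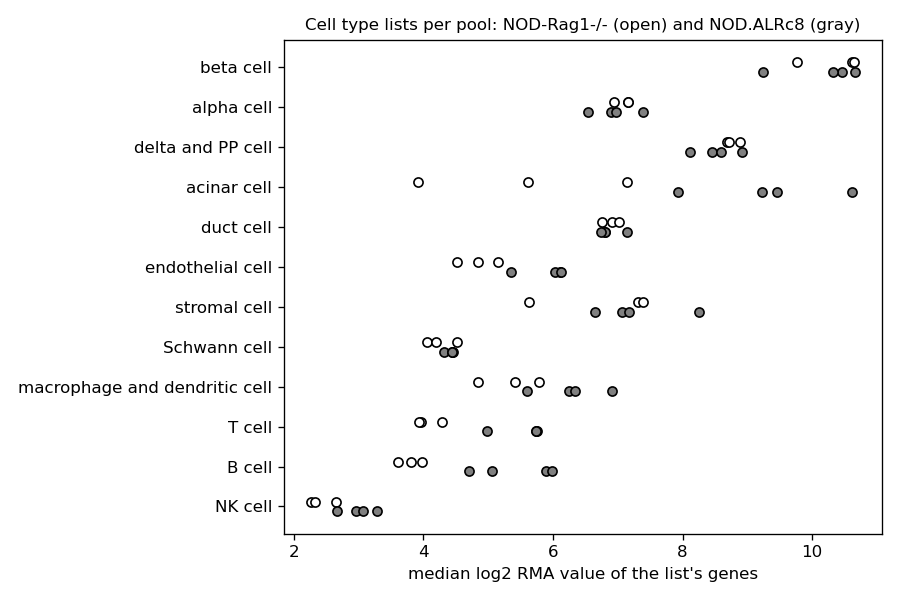
Median log2 RMA value of each cell type list (x axis) in each pool of islets; open circles are the 3 NOD-Rag1-/- pools and gray circles the 4 NOD.ALRc8(D8Mit293-D8Mit137) pools. The T cell and B cell medians of the congenic pools all lie above those of the NOD-Rag1-/- pools, and the beta cell medians overlap.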

Transcriptome analysis revealed over 3,000 transcripts were differentially expressed in the islets of these two mouse strains (threshold values of |log2(FC)|>0.5, *p*-value <0.05), of which 164 were located on Chr 8. Figure 8 shows some of these genes that are of interest (discussed below). The NOD. ALRc8 (*D8Mit293*-*D8Mit137*) and NOD-*Rag1* ^*−/−*^ islet gene expression array data are available at https://www.ncbi.nlm.nih.gov/geo/(Accession number: GSE206705).

**FIGURE 8:**
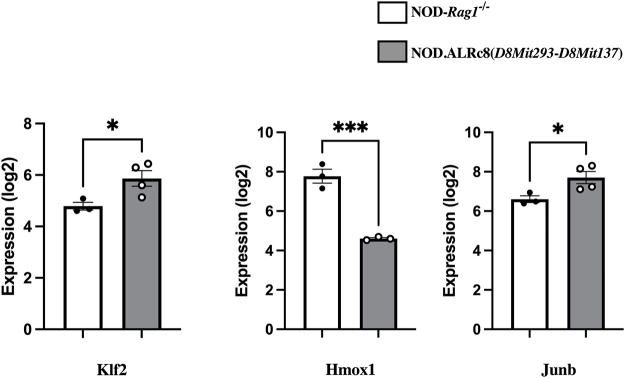
Transcriptome analysis identified genes differentially expressed in islets from insulitis-free NOD-*Rag1* ^*−/−*^ and NOD. ALRc8 (*D8Mit293*-*D8Mit137*) mice. Shown here are the expression of *Klf2*, *Hmox1* and *Junb* in islets from NOD-*Rag1* ^−/−^ (open bars, *n* = 3 pools) and NOD. ALRc8 (*D8Mit293*-*D8Mit137*) (Grey bars, *n* = 4 pools), respectively compared using an unpaired *t* test. *p < 0.05. ***p < 0.001.

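Junb encodes a subunit of the transcription factor AP-1 and Klf2 a zinc finger transcription factor of endothelium and T cells. Both had higher values in each of the 4 NOD.ALRc8(D8Mit293-D8Mit137) pools than in each of the 3 NOD-Rag1-/- pools. Klf2 (probe set 17502440, Chr 8 from 72319033 to 72321656) was 4.79 ± 0.26 (SD, n = 3 pools) in NOD-Rag1-/- and 5.87 ± 0.61 (SD, n = 4 pools) in the congenic islets. This is a log2 fold change of 1.08 (standard error 0.33), 2.11-fold, with adjusted p = 0.387 from limma. Junb (probe set 17511259, Chr 8 from 84976909 to 84978748) was 6.61 ± 0.30 (SD, n = 3) and 7.7 ± 0.61 (SD, n = 4), a log2 fold change of 1.09 (standard error 0.33), 2.13-fold, with adjusted p = 0.390 from limma. The exact two-sided permutation test gave p = 0.0571 for each gene, where 0.0286 is the smallest p that the 35 splits of the pools allow. At the unadjusted p of limma, both genes met the threshold the paper uses, and Junb lost it without NOD-Rag1-/- replicate 3. Within the sets of arrays, the differences were 1.03 and 0.49 for Klf2 and 0.95 and 0.67 for Junb, in the set with 3 congenic pools first. The other immediate early genes, which cells induce within minutes of a stimulus, had a median log2 fold change of 0.60 over 24 genes, with 0 past the test over all genes (0 when adjusted over the list alone). Fos differed by 2.30 (adjusted p = 0.620 from limma).

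**Figure D2:**
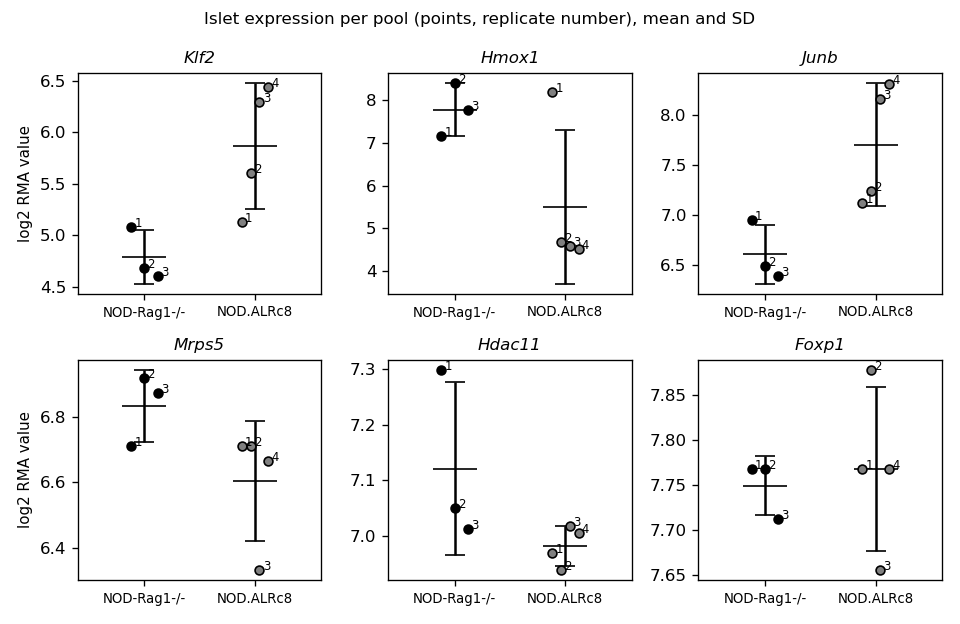
Log2 RMA values (y axis, one scale per gene) of Klf2, Hmox1, Junb, Mrps5, Hdac11 and Foxp1 in each pool, numbered by replicate, with the mean (line) and SD (bar); the 3 NOD-Rag1-/- pools are in black and the 4 NOD.ALRc8(D8Mit293-D8Mit137) pools in gray. For Hmox1, congenic replicate 1 lies at 8.19, among the NOD-Rag1-/- pools.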

## Discussion

AL is a toxic glucose analogue that is transported into and accumulates in rodent pancreatic β-cells by glucose transporter 2 (GLUT2). The β-cytotoxic action of this compound is mediated by ROS. Once inside β-cells, AL forms a conjugate with glutathione and is then reduced by thiol reductases (e.g., glutaredoxins) to form dialuric acid (Washburn and Wells, 1997). Autoxidation of dialuric acid generates superoxide radicals, hydrogen peroxide and, in a final iron-catalyzed reaction step, hydroxyl radicals. Hydroxyl radicals are ultimately responsible for death of the β-cells and the ensuing state of insulin-requiring, ALD. Due to the particularly low antioxidative defense capacity of rodent β-cells and the proposed role of ROS in the development of both Type 1 and Type 2 diabetes, ALD has been a useful model to understand mechanisms of β-cell failure. Indeed, the ALR mouse strain that was developed to resist ALD is also resistant to induction of T2D (Sekiguchi et al., 1991; Mathews et al., 2004), as well as spontaneous autoimmune diabetes (Mathews et al., 2003; Mathews et al., 2005; Chen et al., 2011a; Chen et al., 2011b). Earlier genetic analyses for ALR-derived resistance to T1D identified *mt-Nd2* of the mtDNA as well as loci on Chr 17 (*Idd16*), Chr 8 (*Idd22*), and Chr 3 (*Susp*) (Mathews et al., 2003; Mathews et al., 2005; Pomerleau et al., 2005).

Our previous study utilized a cohort of 296 reciprocal F2 hybrids from outcrosses of ALR and NOD mice. This population was used to identify the unique genetic resistance of the ALR strain to ALD. Four loci were linked to ALD, including three in the nuclear genome (Chr 2, 3, and 8) and one in the mtDNA (*mt-Nd2*). The ALR genome provided diabetes resistance at both *mt-Nd2* and a defined region on Chr 8 that has an overlapping confidence interval with *Idd22* (Chen et al., 2008b). In the current study with a larger F2 cohort (*n* = 678) we confirmed both of these linkages as well as a Y-linked trait. However, the results here with a larger cohort of F2 mice failed to replicate the independent linkage on Chr 2 or the linkage to Chr 3 while providing suggestive evidence for ALR-derived protective loci on Chr 4, 6, 7, 8, and 13. Interestingly, one protective linkage on Chr 5 of the NOD genome was identified. Further, both intragenomic and intergenomic epistasis were uncovered. The intergenomic epistasis for ALD resistance between ALR alleles at *mt-Nd2* and Chr 8 confirmed our previous observation using a congenic and conplastic mouse approach that NOD. mt^ALR^-*Idd22* mice were more resistant to ALD than either NOD. mt^ALR^ or NOD. *Idd22* (Chen et al., 2008a).

The unique SNP and resulting allele/allotype in the mtDNA of ALR, *mt-Nd2* ^*a*^, was previously associated with resistance against ALD (Chen et al., 2008b) and confirmed in the current study (Table 2). In contrast, the NOD *mt-Nd2* ^*c*^ allele has been associated with elevated mt ROS production (Gusdon et al., 2007; Gusdon et al., 2008) and β-cell sensitivity to free radical mediated (hydrogen peroxide and alloxan) as well as autoimmune destruction (Chen et al., 2008a; Chen et al., 2011b). The resistance contributed by *mt-Nd2* ^*a*^ to the potent free radicals generated by AL may be the result of suppressed endogenous mt free radical production (Mathews et al., 2005; Gusdon et al., 2007; Gusdon et al., 2008) and/or a higher level of antioxidant defenses unique to ALR pancreatic islets (Mathews et al., 2001; Mathews et al., 2005). Indeed, *mt-Nd2* ^*a*^ was also mapped to be protective against spontaneous T1D in mouse models (Mathews et al., 2005), and a corresponding human *mt-ND2* ^*a*^ (mtDNA D haplotype) was associated with resistance to T1D in humans (Uchigata et al., 2002) as well as to T2D in certain human populations (Liou et al., 2012). Therefore, the mechanisms underlying *mt-Nd2* ^*a*^ *-*associated β-cell resistance are a possible new target to preserve β-cell survival in T1D and potentially in T2D.

The Chr 8 ALD-resistance locus was mapped previously using a smaller F2 population of 296 mice to have an ALR-derived AL-resistance locus (Chen et al., 2008b). In a separate study using (NODxALR)F1 x NOD backcross 1 mice, the ALR allele on Chr 8, denoted as *Idd22,* was mapped to be protective against spontaneous T1D (Mathews et al., 2003) and later confirmed using congenic analysis (Whitener et al., 2017). These two Chr 8 linkages are overlapping (Chen et al., 2008b). With the current larger F2 sample size, the ALD-resistant linkage on Chr 8 is further confirmed (Figure 1). We have previously created congenic mice to examine the increased threshold for AL when ALR alleles on Chr 8 were introgressed onto the NOD background (Chen et al., 2008b). In the current study, we further shortened the congenic interval to a proximal region between 36.2 Mb and 77.8 Mb. The proximal short congenic mice show the same elevated threshold for AL resistance as the previous longer congenic (Figure 3), suggesting the gene or genes that contribute to resistance are in this proximal region. Consistent with this result, the peak of Chi-squares on Chr 8 is located within this region at 77 Mb (Figure 5), with 95% confidence interval between markers *D8Mit205* (51.9 Mb) and *D8Mit252* (93.48 Mb). Previously we determined, using congenic mice, that the mechanism of *Idd22*-mediated autoimmune diabetes resistance is through inhibition of autoreactive T cell extravasation through the vascular endothelium (Whitener et al., 2017). This was performed in NOD with the ALR allele of *Idd22* and the NOD allele of *mt-Nd2* excluding the possibility of observing the important intergenomic interaction between *Idd22* and *mt-Nd2* that provides protection to beta cells [Figure 5 and (Chen et al., 2008b)]. The fact that ALR and NOD mtDNA differ only at the *mt-Nd2* SNP allowed us to analyze the interaction of *mt-Nd2* with ALD-linked nuclear loci by stratification of the 678 F2 cohort by *mt-Nd2* genotype. The Chr 8 ALD-linkage was mapped only in the group of mice with *mt-Nd2* ^*a*^, ergo, the effect of the allele inherited from ALR (R) on Chr 8 requires the co-existence of *mt-Nd2* ^*a*^ to provide protection against ALD (Figure 5). Conplastic and congenic NOD. *mt* ^*ALR*^ *-Idd22* mice exhibited enhanced resistance to ALD, further supporting the intergenomic epistasis (Chen et al., 2008a).

Disease endotypes have been attributed to interactions between mitochondria and the nucleus. Proper mitochondrial function necessitates expression of genes from the nuclear and mitochondrial genomes. An important factor coordinating these two compartments is retrogenic signals that radiate from the mitochondria in response to metabolism or stress to impact gene expression and influence pathology (Cannino et al., 2007; Kim et al., 2018; Walker and Moraes, 2022). Genetic cooperation between the nucleus and mitochondria has been demonstrated to impact diabetes related phenotypes such as glucose metabolism and insulin sensitivity using mouse models (Sammy et al., 2021). The data presented here demonstrate directly that intergenomic epistasis controls beta cell sensitivity to β-cell death and diabetes onset.

We have previously associated *mt-Nd2* ^*c*^ with increased mtROS production (Gusdon et al., 2007; Gusdon et al., 2008). The interaction between Chr 8 and *mt-Nd2* might localize to a gene or genes on Chr 8 that control the dissipation of ROS or mitochondrial function to suppress mtROS production. When endogenous ROS produced at mitochondria is suppressed with *mt-Nd2* ^*a*^, we propose that the free radical dissipation capacity of the ALR-allele on Chr 8 will be set free to extinguish the exogenous free radicals induced by AL. Since the ALD-linked Chr 8 locus overlaps with T1D-protective *Idd22* (Mathews et al., 2003), and *mt-Nd2* ^*a*^ was also associated with T1D (Mathews et al., 2005), the interaction between *mt-Nd2* and Chr 8 appears to regulate β-cell survival during development of diabetes. We have compared gene expression of islets from NOD. *Rag1* ^*−/−*^ and NOD.ALRc8 (*D8Mit293*-*D8Mit137*) mice using transcriptome arrays. Among 164 differentially expressed Chr 8 transcripts between these two strains there are some candidates linked to mitochondrial function, ROS levels, or cell death. 

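On Chr 8, 93 of 1580 probe sets met the threshold the paper uses, 56 higher and 37 lower in the congenic islets. The majority turned with median centring (124, of which 41 were higher) and without NOD.ALRc8(D8Mit293-D8Mit137) replicate 1 (167, of which 79 were higher). The first count is 4.84% of all probe sets that met it, and Chr 8 holds 4.60% of those tested. Col4a2, a chain of collagen IV, was the only Chr 8 gene with a symbol and an adjusted p under 0.05, at 5.97 ± 0.05 (SD, n = 3 pools) and 6.62 ± 0.06 (SD, n = 4 pools). It was named after its values were seen, and it lies outside the congenic interval, at 11312805 to 11449287. A probe set without a gene name, also outside the interval, at 123425878 to 123428638 between Tubb3 and Def8, had the strongest decrease of Chr 8, from 10.48 ± 0.49 (SD, n = 3) to 4.14 ± 0.39 (SD, n = 4). Inside the interval, 0 of 531 genes passed an adjusted p of 0.05 and 47 met the paper's threshold (8.85%, against 6.03% elsewhere), an odds ratio of 1.51 (95% CI 1.09 to 2.05, Fisher's exact p = 0.0100). Of these, 23 were higher and 24 lower, and the p was 0.132 without NOD-Rag1-/- replicate 1 (odds ratio 1.27) and 0.146 without replicate 2 (1.34) by the same exact test. At this threshold the confidence interval of the Chr 6 linkage, outside the congenic segment, had 55 of 531 genes (10.4%), an odds ratio of 1.81 (95% CI 1.34 to 2.41, Fisher's exact p = 0.000147). Tests of both regions count genes as independent, so their p-values and intervals do not measure variation between pools. Of the 55, 43 were higher and 12 lower, and among the higher were genes of the B cell, T cell and acinar lists (Igkc, Trbc1, Trbc2, Cd8a, Cd8b1, Try4, Prss2 and Reg1). All of these but Igkc were named after their values were seen. The smallest p in the congenic interval was that of Use1, of vesicle transport, with a log2 fold change of -0.64 (adjusted p = 0.0857 from limma), a gene named after its values were seen. The interval's bounds are the paper's, in NCBI build 37, set on coordinates of another build. Of the lists for mitochondrial function, 75 genes of the mitochondrial ribosome had a median of -0.23 and 36 nuclear genes of complex I had -0.19, with 0 past the test (0 when adjusted over the list alone) and adjusted p = 0.319 with an estimated correlation for each. Within the sets of arrays they were -0.15 and -0.12 for the ribosome and -0.16 and -0.04 for complex I. Antioxidant enzymes had a median of -0.07 over 32 genes and NRF2 targets -0.11 over 26, with 0 past either test. Median centring took the medians of these 4 lists to -0.35, -0.31, -0.19 and -0.23. Genes of the NADPH oxidase, which makes superoxide, had a median of 0.48 over 12 genes with 0 past the test over all genes (5 when adjusted over the list alone), and Cybb, its catalytic chain, differed by 2.15 (adjusted p = 0.158 from limma). The list's adjusted p was 0.164 by camera with an estimated correlation and 0.0237 by fry. Macrophages and dendritic cells, whose markers were listed apart, had a median of 1.03. The 20 apoptosis regulators had a median of 0.12, which was -0.00 with median centring, and 0 past either test. With the block for the sets of arrays, the Chr 8 count was 85.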

A few examples (Figure 8): *Klf2* (73 Mb) encodes Kruppel-like factor 2, a transcription factor involved in endothelium function, T cell development and immune activation and is closely related with mitochondrial function (Coon et al., 2022). *Hmox1* (75.1 Mb) encodes Heme Oxygenase 1, a known antioxidative enzyme exhibited higher expression in NOD islets compared to NOD. 

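Hmox1, which encodes the enzyme that breaks down heme, was lower in 3 of the 4 NOD.ALRc8(D8Mit293-D8Mit137) pools than in every NOD-Rag1-/- pool, and congenic replicate 1 lay at 8.19, among the NOD-Rag1-/- pools. The values of Hmox1 (probe set 17502573, Chr 8 from 75093591 to 75100596) were 7.77 ± 0.62 (SD, n = 3 pools) in NOD-Rag1-/- and 5.50 ± 1.79 (SD, n = 4 pools) in the congenic islets, a log2 fold change of -2.27 (standard error 0.92, adjusted p = 0.510 from limma). The exact two-sided permutation test over the pools gave p = 0.114. It met the paper's threshold by limma's unadjusted p with all 7 pools, and no longer did when any pool other than congenic replicate 1 was left out. Without congenic replicate 1, the congenic pools were at 4.61 ± 0.08 (SD, n = 3), a log2 fold change of -3.17 (standard error 0.30, adjusted p = 0.0274 from limma). The exact permutation p of these 6 pools was 0.1, the smallest that 20 orderings allow. Within the sets of arrays, the difference was -2.55 with 3 congenic pools and 0.11 with replicate 1 as the only congenic pool. From the higher expression in NOD islets, the paper proposes that Hmox1 marks greater mitochondrial oxidative stress in NOD than in the congenic strain, as opposed to being an ideal candidate gene.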

ALRc8(*D8Mit293*-*D8Mit137*). Induced expression of Hmox1 protects NOD mice from T1D and islets form destruction (Pileggi et al., 2001; Pogu et al., 2019). However, the increased expression is likely an indicator of increased mitochondrial oxidative stress in NOD compared to the *Idd22* congenic strain (Johnson and DeMars, 2004) as opposed to *Hmox1* being an ideal candidate gene. *Junb* (84.98 Mb) encodes a subunit of AP-1 transcription factor. JunB has been shown to be protective against mitochondrial stress in human lymphoma cells (Son et al., 2010), and structurally, JunB can localize in mitochondria (Liu et al., 2018). These possible candidate genes locate close to the peak linkage (77 Mb) on Chr 8 (Figure 5) and are within the 95% confidence interval. These may contribute to ALD resistance by impacting the interactions between Chr 8 and *mt-Nd2*. Further studies are needed to develop β-cell lines with both *mt-Nd2* ^*a*^ and Chr 8 (ALD-linkage/*Idd22*) to isolate the effect of this interaction at β-cell level.

The mtDNA haplotype also affects interactions of Chr 8 with Chr 2 (Figure 6). Although the linkage on Chr 2 was not alone significant as an independent linkage in the larger cohort studied here, a strong epistatic interaction between Chr 2 and Chr 8 was detected in the full population of F2 mice (Figures 4, 6; Table 3). The interaction between Chr 2 and Chr 8 appeared using multiple regression modeling [drop one QTL at a time ANOVA analysis (Figure 4; Table 3)]. This epistatic interaction is affected by the *mt-Nd2* allele (Figure 6). Dominant protection of ALR genome on Chr 8 suppresses the ALD sensitivity linked to the heterozygous genotype on Chr 2. Therefore, the negative heterosis conferred by the linkage on Chr 2 is only observed when Chr 8 is homozygous for the NOD genotype resulting in heightened ALD incidence, and is at the highest when *mt-Nd2* is also NOD type. As the Chr 2 linkage alone is not significant, it is likely that the ALR allele on Chr 8 provides too powerful a resistance and outplays sensitivity conferred by the Chr 2 linkage. The peak on Chr 2 is denoted by marker *rs3681744* at 121 Mb. An interesting candidate gene near *rs3681744* is *28S ribosomal protein S5, mitochondrial* (*Mrps5*). Expression analysis demonstrates that *Mrps5* transcripts are at a significantly lower level in isolated NOD. *Rag1* ^*−/−*^ islets compared to NOD.ALRc8(*D8Mit293-D8Mit137*) islets. 

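Mrps5, a protein of the small subunit of the mitochondrial ribosome, did not pass the test between the strains. Mrps5 (probe set 17375911, Chr 2 from 127587222 to 127606829) was 6.83 ± 0.11 (SD, n = 3 pools) in NOD-Rag1-/- and 6.6 ± 0.18 (SD, n = 4 pools) in NOD.ALRc8(D8Mit293-D8Mit137) islets, a log2 fold change of -0.23 (standard error 0.12, adjusted p = 0.584 from limma). The exact two-sided permutation test gave p = 0.171, and the differences within the sets of arrays were -0.14 and -0.19. The lowest value was that of congenic replicate 3, at 6.33. Of the 75 measured genes of the mitochondrial ribosome, 11 had a positive log2 fold change. Mrps5 lies on the chromosome of Rag1, whose own probe set was 3.95 ± 0.30 (SD, n = 3) and 3.59 ± 0.26 (SD, n = 4), adjusted p = 0.577 from limma. Which part of Rag1 is deleted is not given in the paper's text, so this value tells nothing of the genotype. Rag1 starts at 101.64 Mb and Mrps5 at 127.59 Mb, so Mrps5 is not among the genes within 20 Mb of Rag1. Of those genes, 0 of 641 passed an adjusted p of 0.05, against 39 of 25026 elsewhere (Fisher's exact p = 0.627). Of the 641, 266 are olfactory receptor genes. The smallest p was that of Aplnr, a peptide receptor of vessels, with a log2 fold change of 1.28 (adjusted p = 0.0683 from limma).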

As this regulates mitochondrial protein it may affect the Chr2-Chr8-*mt-Nd2* interaction to prevent AL-induced mitochondrial damage through control of translation of genes encoded on the mitochondrial genome, including *mt-Nd2* (Titova et al., 2020).

The NOD linkage (D) on Chr 6 contributes dominant AL sensitivity whereas the NOD contribution on Chr 8 is recessive (Figure 2). A Chr 8-Chr 6 was not detected in the full population of 678 F2 mice not stratified by mt-ND2 genotype (Figure 7A). The NOD allele (D) on Chr 6 contributes dominant AL sensitivity but the NOD susceptibility contribution on Chr 8 appears to act recessively (Figure 2). However, a distinct interaction was revealed when the population of F2 mice was stratified by mt genotype. In segregants expressing the NOD *mt-Nd2* ^*c*^ *,* homozygous D type on both Chr 8 and 6 synergistically contributed to ALD susceptibility (Figure 7B). On the contrary, in segregants expressing the ALR *mt-Nd2* ^*a*^, homozygosity for the NOD Chr 8 linkage (DD) exhibited maximum susceptibility in combination with homozygosity for the ALR linkage (RR) on Chr 6 (Figure 7C). The peak linkage on Chr 6 is at marker *D6Mit184* (53.2 Mb), with 95% confidence interval between markers D6Mit48 (31.9 Mb) and D6Mit323 (86.85 Mb). Analysis of differentially expressed genes in the islets from NOD. *Rag1* ^*−/−*^ compared to NOD. 

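Hdac11, a histone deacetylase, did not pass the test between the strains. Hdac11 (probe set 17460879, Chr 6 from 91156665 to 91174692) was 7.12 ± 0.16 (SD, n = 3 pools) in NOD-Rag1-/- and 6.98 ± 0.04 (SD, n = 4 pools) in NOD.ALRc8(D8Mit293-D8Mit137) islets. The log2 fold change was -0.14 (standard error 0.10, adjusted p = 0.657 from limma), and the exact two-sided permutation test gave p = 0.0571. Within the sets of arrays, the difference was -0.31 with NOD-Rag1-/- replicate 1 and -0.06 with replicates 2 and 3. In the confidence interval of the Chr 6 linkage, 3 of 531 genes passed an adjusted p of 0.05, against 36 of 25136 elsewhere, an odds ratio of 3.96 (95% CI 0.778 to 12.6, Fisher's exact p = 0.0465). They were Igkc, Igkj1 and Igkv4-71, all segments of the immunoglobulin kappa chain. Igkv4-71, outside the naming rule, was named after its values were seen. The test counts these 3 as independent genes, so its p does not measure variation between pools.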

ALRc8 (*D8Mit293-D8Mit137*) identified *Hdac11* (histone deacetylase 11) at 91 Mb, as expressed at lower level in the islets of ALD-susceptible NOD. *Rag1* ^*−/−*^ mice. *Hdac11* has been reported to affect mitochondrial function (Hurtado et al., 2021). At 98.9 Mb, a gene *Foxp1*, encodes *forkhead box P1* is a transcription factor for mtDNA binding protein (Wang et al., 2019) and has reduced expression in ALD-resistant NOD.ALRc8(*D8Mit293-D8Mit137*) islets. 

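Foxp1, a forkhead transcription factor, did not pass the test between the strains. Foxp1 (probe set 17469414, Chr 6 from 98925338 to 99435345) was 7.75 ± 0.03 (SD, n = 3 pools) in NOD-Rag1-/- and 7.77 ± 0.09 (SD, n = 4 pools) in NOD.ALRc8(D8Mit293-D8Mit137) islets, a log2 fold change of 0.02 (standard error 0.08, adjusted p = 0.956 from limma). The exact two-sided permutation test gave p = 0.771. Centring each array on its median turned the difference to -0.10, leaving out congenic replicate 2 turned it to -0.02 and leaving out NOD-Rag1-/- replicate 3 to -0.00, and within the sets of arrays it was -0.00 and 0.03. The 20 genes of mtDNA maintenance and transcription had a median log2 fold change of -0.11, with 0 past the test over all genes (0 when adjusted over the list alone).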

As AL can induce oxidative stress-mediated mtDNA damage (Driggers et al., 1997), a reduction in *Foxp1* may protect against β-cell death by reducing replication of damaged mtDNA allowing for repair to occur. Although these genes are outside of the 95% confidence interval on Chr 6, given their association with mitochondria, these remain interesting candidates.

In autoimmune T1D genes may impact both the immune system and non-immune cells (i.e., β-cells) (Barrett et al., 2009; Inshaw et al., 2020). These results therefore do not exclude the possibility that *Idd22* affects both β-cells and immune cells either by different genes in this region or by a single common gene. In fact, *Idd22* alone confers resistance to spontaneous T1D in NOD (Mathews et al., 2005) by hampering autoreactive T cell trafficking to islets (Whitener et al., 2017), while islet susceptibility to *in vitro* autoimmune attack is not affected (Whitener et al., 2017). This is another example of T1D as a complex and multifactorial disease (Driver et al., 2012; Chen Y. G. et al., 2018).

With the emerging data from genetic studies since tools like GWAS became available, genes and loci involved in T1D and T2D have been identified. Genes identified by GWAS to be involved in diabetes have been linked with mitochondria or mitochondrial function as well as β-cell death. An example is GLIS Family Zinc Finger 3 (*GLIS3*), which is associated with both T1D and T2D (Wen and Yang, 2017). Knockdown of *GLIS3* induced BAX translocation to mitochondria, increasing cleaved caspase 3 and 9, and cytochrome c release, therefore potentiates cytokine-induced β-cell death *via* the mitochondrial pathway of apoptosis (Nogueira et al., 2013). *PDX1*, another gene associated with both T2D (Hani et al., 1999) and monogenic diabetes of the young (MODY) (Stoffers et al., 1997), is thought to control β-cell function by regulation of mitophagy, a key mechanism for mitochondrial turnover and quality control (Ding and Yin, 2012), through controlling of the T1D-associated gene *CLEC16A* (Soleimanpour et al., 2014; Soleimanpour et al., 2015). The *mt-ND2* SNP *rs28357984* (5178 A/C) in the human mitochondrial genome that corresponds to the mouse *mt-Nd2*, was also associated with both human T1D (Uchigata et al., 2002) and T2D (Liou et al., 2012). The intergenomic epistasis was studied in mt-exchange mouse model of fatty liver disease (Betancourt et al., 2014). In human T1D, mt-nuclear epistasis is associated with patients’ BMI (Ludwig-Slomczynska et al., 2020). Interestingly, in this study, the mtDNA SNP that interacts with nuclear genes was also in *mt-ND2* (Ludwig-Slomczynska et al., 2020). Both fatty liver disease and BMI are factors associated with T2D. Therefore, mitochondria might be a common factor in the pathogenesis of both T1D and T2D through affecting β-cell fitness. Since both types of diabetes are multifactorial diseases, mt-nuclear interactions may play pathogenic or protective roles in both diseases. To the best of our knowledge, the current study is the first to investigate the role of mt-nuclear interactions in the control of β-cell sensitivity to ROS and development of diabetes.

In summary, using a F2 cohort generated by outcrosses of the NOD and ALR mouse strains, we detected loci that affect pancreatic β-cell sensitivity to free radical-generating chemical alloxan on Chromosomes 4, 5, 6, 7, 8, and 13, as well as *mt-Nd2* of the mtDNA. Further, we identified that both intra- and intergenomic epistasis contribute to resistance or sensitivity of β-cell death in this model. This is the first report to demonstrate that interactions of the mitochondrial genome and the nuclear genome can regulate diabetes. Mitochondria are pivotal for β-cell function and insults or dysfunction of this organelle may impact pathogenesis (Uchigata et al., 2002; Chen et al., 2011b; Liou et al., 2012; Chen et al., 2017; Chen J. et al., 2018). Therefore, epigenetic interactions that affect β-cell resistance to free radical stress may alter the development of both T1D and T2D.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE206705.

How the deposited data were processed for this re-analysis (not part of the article)

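Islet RNA of 3 NOD-Rag1-/- pools and 4 NOD.ALRc8(D8Mit293-D8Mit137) pools, each from 2 mice, was measured on Affymetrix Mouse Gene arrays. The deposited values of each pool are log2 expression values (log2), made by the authors with RMA, whose version is not stated. The deposited table of the comparison holds the authors' log2 fold changes (log2) and the authors' deposited p-values (p_value) with their Benjamini-Hochberg adjusted form, made by a test the sources do not name. Of the probe sets, 34351 with an annotation were tested and 121 without were left out; no filter on dim probe sets was set. The strains were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, without a block), and p-values were adjusted over all tested probe sets. Counts used an adjusted p of 0.05 and the threshold the paper uses, an absolute log2 fold change over 0.5 with an unadjusted p under 0.05. Single genes were also tested by an exact two-sided permutation over the 35 splits of the pools, and calls inside and outside a region by two-sided Fisher's exact test over genes. The latter takes genes as independent, so its p-values and intervals do not measure variation between pools. The region bounds are the paper's, in NCBI build 37, and were applied to the annotation's GRCm38 coordinates without conversion. Symbols and positions were read by probe set name from the deposited table of the comparison. Of 21898 genes found on the same chromosome in RefSeq for GRCm38, 98.9% overlapped their position. This compares symbol with position and does not test the link of a probe set to its symbol.

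Gene lists were written before the data were examined, 33 in all, for islet, exocrine, vascular, stromal and immune cells, antigen presentation, interferon and cytokine response, antioxidants, mitochondria, stress, proliferation and alloxan handling. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Lists of ATF4 targets and of lipid- and heme-laden macrophages were added after the values had been seen. The genes named are those the paper names, the 10 highest and 10 lowest with an adjusted p under 0.05 and groups that do not overlap (only 3 named genes were lower), the same for 5 in the interval (none passed), up to 4 per list and up to 4 within 20 Mb of Rag1. For a gene with several probe sets, the brightest was used. Others are said to be named after their values were seen.

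The alternatives were quantile normalization, median centring, the brighter probe sets, the test named in the legend of Fig. 8 (unpaired, equal variances) and its unequal-variance form, a trend and robust fit, array weights, leaving out each pool, a replicate block, other thresholds, a single probe set per gene and a shorter interval; further settings were added after seeing the data. The limma fit was tested on simulated data. Table entries were aligned in Python 3.11.15 with numpy 2.4.6 and numba 0.67.0, and plots were drawn with matplotlib 3.10.9. Arrays give no counts, so the number of pools limits the precision. The linkage and alloxan data of the paper were not among the files examined and were left out.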

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

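The tests of a mislabelled pool and of gene programs in that pool and the block for the 2 sets of arrays were chosen only after the results they bear on had been seen.

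None of the 54 probe sets with an adjusted p under 0.05 belongs to a gene the paper discusses. A candidate explanation is immune cells in islets of the Rag1-intact strain: the lower of the T and B cell list medians was 1.39, where a median under 0.2 would have argued against it. Of the 35 splits of the pools into 3 and 4, 3 gave as many calls by adjusted p (54 in the real split, 166 in the highest other), 3 at the paper's threshold (1920 and 3239) and 3 on Chr 8 (93 and 156), so chance cannot be excluded for these counts, while the 26 lists called by camera at its preset correlation (23 in the highest other) were reached by 1 split, the real one, which excludes chance only for that count as made: it was 20 with the arrays blocked and 0 with an estimated correlation. The split that follows the 2 sets of arrays gave 134, 3239 and 156, and the split of congenic replicates 2 to 4 against the rest gave 166, 3096 and 140. Both differ from the strain split only in where first pools fall. A structure of the arrays other than strain therefore cannot be told apart from a strain difference with atypical first pools. The counts blocked for the sets were 31, 1608 and 85. Lymphocyte deficiency and the Chr 8 segment differ together between the strains, and cells of the exocrine pancreas, whose list had a median of 2.83, were not tested as an explanation.

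In the NOD.ALRc8(D8Mit293-D8Mit137) pools, Hmox1 of replicate 1 stood apart, with a gap to the next pool of 0.955 of the group's range. A NOD-Rag1-/- pool under a wrong label is excluded, since over 37 T and B cell genes replicate 1 had a median position of 1.04 on a scale from 0 at the NOD-Rag1-/- mean to 1 at the mean of the other congenic pools. A Chr 8 segment of NOD type in replicate 1 could not be decided. Its median position was 0.315 over 73 interval probe sets that separate the other pools, and 0.259 over 2836 such probe sets outside Chr 8. Choosing probe sets by that separation in itself draws the pool left out toward 0. No other congenic pool was left out for comparison, so these positions need not be a likeness to NOD-Rag1-/-. Tests of gene programs in this pool, given among the other observations, decided nothing, and the design names no condition that sets it apart.

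Klf2 and Junb had higher values in the congenic islets, and both are also induced early after a stimulus. Induction of immediate early genes during islet isolation may account for it: the 24 other genes of that list had a median log2 fold change of 0.60, above the bound of 0.5 set before the data were examined. The median was 0.48 after centring the arrays on their medians, 0.21 and 0.40 within the sets of arrays, and the list's adjusted p was 0.314 with an estimated correlation. Activation by immune cells in the congenic islets stays open and was not tested. Klf2 is a factor of endothelium and T cells, whose lists had medians of 1.25 and 1.40 in the same comparison. Whether its values go with the amount of these cells was not tested either.

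A probe set of Chr 8 without a gene name had a log2 fold change of -6.33 that the paper does not report, and within the sets of arrays it was -6.61 and -6.42. A pool that lay far from the other 3 of its strain was found in 17 of 182 groups of 4 congenic pools, and chance gives about 1 in 20. The groups are genes and list medians measured in the same 4 pools, so they are not independent, and the excess over that rate was not tested. Apart from Hmox1, the gap as a share of the range was 0.884 for Mrps5, 0.844 for Slc2a2, 0.932 for Pdx1, 0.94 for Igkc, 0.887 for Ambp, 0.85 for Erg, 0.896 for Cd3g, 0.95 for Gbp2, 0.89 for Cd34, 0.85 for Trib3 and 0.974 for Vegfa. For medians of lists it was 0.863 for duct cells, 0.868 for endothelium, 0.974 for T cells, 0.89 for antioxidant enzymes and 0.845 for the mitochondrial ribosome. The outlying pool was replicate 3, at the low end, for Mrps5, Igkc, Cd3g, Gbp2 and the T cell median. It was replicate 1 for Slc2a2, Pdx1, Ambp, Erg and the other list medians. Without replicate 3, 258 probe sets passed an adjusted p of 0.05.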

How the results depend on the processing

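The block for the sets of arrays and the settings that leave out both first pools, or the first congenic pool with the test of Fig. 8, and all settings combined with region calls at the paper's threshold, were chosen after seeing the data. All 54 probe sets called by adjusted p kept their direction and an unadjusted p under 0.05 under every setting that tested them, of which the brighter probe sets held 51, but their number moved. It was 97 among the brighter probe sets, 109 at an adjusted p of 0.1, 33 with a single probe set per gene, 233 with array weights, 31 with the block for the sets of arrays, 1 without both first pools and 10 to 258 without single pools. It was 1 by the test named in the legend of Fig. 8 (unpaired, equal variances) and 0 by its unequal-variance form, with 2253 and 2000 probe sets at an unadjusted p under 0.05. Taken as deviations from their strain's mean, same-numbered pools of the 2 strains correlated at -0.383, -0.143 and -0.108, which gave no sign of pairing. Differently numbered pools correlated at -0.219 to 0.296. A fit by limma with the number as a block gave 0 calls by adjusted p and 1521 at an unadjusted p under 0.05. At the paper's threshold it gave 1148, with 49 on Chr 8. The count at the paper's threshold was 1248 by the test of Fig. 8, 1204 with unequal variances (61 on Chr 8), 3560 with array weights (184), 4438 without both first pools (222) and 1264 to 3299 without single pools (65 to 167). Median centring moved all differences by 0.12 and took the share of higher probe sets at that threshold from 68.2% to 44.5%. The interval's odds ratio turned from 0 to 1.51 when the paper's threshold defined the calls. That near Rag1 was 0.594 with those calls and 0 to 7.82 without single pools (p = 0.00734 by Fisher's exact test without congenic replicate 3, where it was 0). Of these ratios of calls by adjusted p, neither could be given by unequal variances or the replicate block, which left no calls. At the paper's threshold, the interval's odds ratio of 1.51 was 1.33 among the brighter probe sets, 1.29 with the replicate block and 1.38 with the block for the sets of arrays, each no longer past an exact p of 0.05, and 1.27 to 1.72 without single pools. That near Rag1 turned to 1.10 among the brighter probe sets, was 0.620 with unequal variances, 0.642 with the replicate block and 0.639 by the test of Fig. 8 itself, no longer past that p, and 0.541 to 0.723 without single pools, with an exact p of 0.186 without NOD-Rag1-/- replicate 2, 0.158 without NOD-Rag1-/- replicate 3 and 0.148 without congenic replicate 2. Hmox1 kept its direction but lost an unadjusted p under 0.05 by both forms of the test of Fig. 8 (-2.27), with the replicate block (-1.95) and with the block for the sets of arrays (-1.30), and lay between -3.17 and -1.95 without single pools. With the replicate block Klf2 was 0.89 and Junb 0.89, both no longer past that p, and Junb lay between 0.89 and 1.29 without single pools. Hdac11 passed it with median centring (-0.26) and Mrps5 with array weights (-0.28). Of the gene lists, 0 were called with an estimated correlation and 9 by fry. Totals over all settings were made for the genes of the naming rule other than Klf2, Hmox1, Junb, Mrps5, Hdac11 and Foxp1. Of these comparisons, 2198 stayed on their side of an adjusted p of 0.05, 59 newly passed, 165 no longer did and 0 called values reversed. For the lists these numbers were 353, 12, 64 and 0. Foxp1, not called and outside these totals, changed sign with median centring and without NOD-Rag1-/- replicate 3 or congenic replicate 2. Apart from the dim genes near Rag1, the causes of these changes were not tested. The other deposited table holds no values per pool, so it was not used as an alternative source. Dim probe sets near background limit what the arrays can show.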

Differences from the paper's values

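At the paper's threshold, the paper reports over 3000 transcripts, and 1920 probe sets met it here, where limma's unadjusted p was used since the paper's text names no test for this list. On Chr 8, the paper reports 164, and 93 were found. For both counts, of the alternatives set before the data were examined, median centring (2315 and 124), array weights (3560 and 184), leaving out NOD-Rag1-/- replicate 1 (2449 and 123) and leaving out NOD.ALRc8(D8Mit293-D8Mit137) replicate 1 (3299 and 167) came within 1.5 times the paper's counts. Quantile normalization, the brighter probe sets, the test named in the legend of Fig. 8, its unequal-variance form, the trend and robust fit, the replicate block, a single probe set per gene and leaving out any other pool did not. Leaving out both first pools gave 4438 and 222, a setting chosen after seeing the values, and the test of Fig. 8 without the first congenic pool, chosen likewise, gave 2160 and 107, of which the former count is within 1.5 times; both keep Klf2, Hmox1 and Junb at the paper's threshold. The authors' deposited table of the comparison holds 2643 entries at this threshold.

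The paper states that Mrps5 and Hdac11 are lower in NOD-Rag1-/- islets, and their log2 fold changes here were -0.23 and -0.14, neither past the test over all genes. The paper states that Foxp1 is lower in the congenic islets, and here it was 0.02, or -0.10 with median centring, likewise not past the test. The authors' deposited table lists log2 fold changes of 1.04 for Mrps5, 1.57 for Hdac11 and -0.65 for Foxp1 by name, without stating a direction. Read as congenic minus NOD-Rag1-/-, these have the signs of the paper's statements and are opposite in sign to the main values here. Whether the paper's statements rest on these entries was not tested. Fig. 8 draws 3 congenic points for Hmox1, at a mean of about 4.6 in Fig. 8, read by eye, and its legend gives 4 pools, whereas the mean of the 4 deposited pools was 5.50 and that of replicates 2 to 4 was 4.61. By that test, Hmox1 met the paper's threshold without congenic replicate 1 and did not with all pools. The directions of Klf2, Hmox1 and Junb were those the paper gives.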

Other observations

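Tests on the ATF4 and macrophage gene lists, and those on displaced table entries other than the one on standard errors, were chosen only after the result was seen, and so was the odds ratio near Rag1 among brighter probe sets; the list tests' rule was tightened once its outcome was known.

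Of 16 genes of NF-kB and cytokine response, 2 were higher (10 when adjusted over the list alone), Il1b at a log2 fold change of 2.58 and Ccl5 at 3.31, with a list median of 0.86. Of 13 genes of MHC class I presentation, 1 was higher (8 when adjusted over the list alone), Tap1, the peptide transporter, at 1.57, with a median of 0.96. Lists with 0 members past the test over all genes were leukocyte extravasation (median 0.75, 12 of 18 when adjusted over the list alone), macrophages and dendritic cells (1.03, 7 of 18) and NK cells (0.49, 3 of 10). Adjusted p with an estimated correlation was 0.149 for NF-kB and extravasation, 0.157 for MHC class I, 0.314 for macrophages and dendritic cells and 0.268 for NK cells. By fry it was 0.0150 for NF-kB, 0.00890 for extravasation and 0.0271 for MHC class I. For macrophages and dendritic cells it was 0.163, and for NK cells 0.0796.

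The remaining lists had 0 members past the test over all genes. Medians were 0.60 for stromal cells, 0.46 for proliferation, 0.12 for mitochondrially encoded genes (0.00165 with quantile normalization, 0.000146 with median centring) and 0.10 for Schwann cells (-0.02 with median centring). They were -0.25 for alpha cells, -0.16 for delta and PP cells, -0.08 for duct cells, -0.29 for heme and iron handling, -0.15 for complexes II to V, -0.04 for the unfolded protein response, -0.27 for heat shock proteins, -0.36 for the hypoxia response and -0.19 for alloxan uptake and reduction. When adjusted over the list alone, 1 alpha cell gene was lower and 1 gene of heme and iron handling was higher. Among genes the paper names, Slc2a2, Pdx1, Glis3, Clec16a and mt-Nd2 had adjusted p of 0.890, 0.908, 0.818, 0.946 and 0.740 from limma.

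A hypothesis set before the data were examined was that sequence of the donor strain linked to the Rag1 knockout allele changes genes near it. The odds ratio of a call within 20 Mb of Rag1 was 0, with a 95% interval up to 3.88, and 24 of 641 genes met the paper's threshold, an odds ratio of 0.594 (95% interval 0.376 to 0.895, Fisher's exact p = 0.0094). An odds ratio at or under 1 had been set as the bound against the hypothesis, but 266 of these 641 genes are olfactory receptors, and 34.9% of the 641 have values at or above the median probe set, against 58.8% elsewhere. Among the brighter probe sets, a setting chosen after this was seen, the odds ratio was 1.10 (0.671 to 1.72), so an effect of linked sequence cannot be told apart from none: the low ratio is lost without dim probe sets.

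A stress program of ATF4 target genes that differs between pools may go with Hmox1 in congenic replicate 1. The 41 genes had a median of -0.75 in congenic replicates 2 to 4, and the 26 that differ by over 0.5 had a median position of 0.107 in replicate 1. Lipid- and heme-laden macrophages may likewise be involved: 19 genes had a median of -0.59 and 10 of them a median position of -0.289. Probe sets outside Chr 8 that were lower in replicates 2 to 4 had a median position of 0.137. The ATF4 position lay near it, and the macrophage position lay below it, past the NOD-Rag1-/- mean. Members and probe sets were chosen by their difference in these same pools, and no spread of the background was computed, so neither test decides.

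In the authors' deposited table of the comparison, the log2 fold changes matched by probe set name were unrelated to those computed from the values, at a correlation of 0.00272 across 34351 probe sets, which are not independent. One hypothesis is that its entries may be displaced against their names. Fixed windows of 500 probe sets gave a median best correlation of 0.365, which decided nothing. An alignment that keeps the order and lets entries be skipped, devised after that outcome and with its bound of 0.9 set after its result was known, gave 0.968 over 27112 entries. The same alignment gave 0.568 with the table reversed and 0.558 with it shuffled. A test on standard errors, set before its result was seen, gave a Spearman correlation of 0.554 over 17467 aligned entries, against 0.00344 by name. The table's standard errors were derived from its p-values, which the alignment did not use, and its fold changes, which it did. They were not compared under the reversed or shuffled alignment, so this correlation is not independent support. The displacement ran from -5375 to -7050 entries, and the aligned entry of Igkc, at 7.89, carried the name of Pou2f3. The aligned entries of Mrps5, Hdac11 and Foxp1 were -0.31, -0.18 and 0.17, and those of Klf2, Hmox1 and Junb had no aligned entry. How the table was made was not tested. Symbols and positions used throughout were read from the same table by probe set name, and a displacement of these was not tested. Values by symbol argue against such a displacement for the genes they cover. The 22 beta cell genes had pool medians of 9.25 to 10.66, above the upper quartile of all values, 5.93 to 6.07. The 15 mitochondrially encoded genes had pool medians of 12.18 to 12.44. Xist was low and Ddx3y high in the same pool, NOD-Rag1-/- replicate 1. For other genes the question stays open.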
